A study of Schizosaccharomyces pombe with 6 samples. Its data were reported in "The fission yeast MTREC complex targets CUTs and unspliced pre-mRNAs to the nuclear exosome" (2015).

How the data were processed

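RNA bound to Red1-FTP, Mtl1-FTP or Red5-FTP was purified by the authors in tandem from strains grown in rich medium, reverse transcribed with random hexamers, labelled with Cy5, and hybridised together with Cy3-labelled cDNA of total RNA from the same strain. Groups were taken from the labels, with 2 biological replicates per bait and 1 array each. The arrays are custom Agilent 2-colour arrays with 180880 spots, of which 174063 are tile probes on alternating strands. From the slide each array was scanned on, slide 1 held replicate 1 of all 3 baits, slide 2 replicate 2 of Red1-FTP and Red5-FTP, and slide 3 replicate 2 of Mtl1-FTP.

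The authors deposited 1 scanner table per array from Agilent Feature Extraction. The deposited processed signals are intensities after background subtraction, spatial detrending and a lowess dye normalization by that software, which replaces values close to background by an error estimate. The deposited median signals and background medians are intensities as scanned, and the deposited background-subtracted intensities precede the dye normalization. The deposited log ratio is the log10 of Cy5 over Cy3, with a p-value per spot that the authors' software computed from its error model. The value table of the series, also deposited, was compared with these columns. It holds the log2 of IP over input, set to 0 where that p-value is 0.05 or more, which applied to 53.9 to 63.8% of the probes per array, and it differed from the scanner values elsewhere by at most 1.31e-06.

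For the main analysis, log2 of the processed Cy5 over the processed Cy3 signal was taken per spot. Spots marked as non-uniform or population outliers, 2 to 9 per array, were left out, as were control spots. Each array was centred on the median of all non-control probes, which lay at -0.33 to -0.12 before centring. No loess or quantile step was added, because a purification may truly shift many probes in the same direction. Of the tile probes, 300 were printed in 6 further copies, and the median SD of these copies was 0.204 to 0.280 in log2 per array over all of them and 0.0952 to 0.155 over those well above background in both channels. Array data give no counts, and their number limits the precision.

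The files used here pair no probe with a genomic position or a gene. The gene table at hand names genes but holds no probe names, so 0 probes were matched, and the comparisons planned on annotated genes were not run. These are promoter-upstream antisense, antisense and downstream transcripts against sense, a list of meiotic mRNAs, introns against exons, counts of genes, the mRNA of each bait, classes of noncoding RNA, and the genes amplified by RT-PCR. The features below took their place, with the planned tests, arrays and thresholds. They were chosen after the data were examined. All other tests, alternatives and thresholds were fixed before the data were examined unless stated otherwise.

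The probe numbers were checked for order. Over the first 147000 probes the mean input signals of probes 1 number apart correlated at -0.19, 2 apart at 0.72, 3 apart at -0.20 and 4 apart at 0.66, so odd and even numbers were read as opposite strands and consecutive numbers as neighbours. A change of this pattern near that number separated this densely tiled part from a sparsely tiled part. Windows were made of 10 consecutive same-strand probes of the dense part, 14700 in all, and needed at least 5 values per array. A window counted as transcribed when at least 80% of its probes were well above background in the input on all 6 arrays. It counted as opposite when at most 20% of its own probes and at least 80% of those on the other strand were, as quiet when both strands were at or under 20%, and otherwise as mixed. These window classes use the inputs of the same arrays and are not independent of the ratio.

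Transcribed stretches were runs of at least 10 same-strand probes of the dense part with input well above background on all 3 arrays of the other replicate number, with gaps of at most 1 probe and with at most 30% of the opposite strand detected. The ratios of an array therefore did not decide which stretches it was evaluated on. Flanks of 10 probes were used when at most 30% of their probes were detected in the input on either strand. Side A is the lower-numbered side of stretches on odd-numbered probes and the higher-numbered side of stretches on even-numbered probes, and side B is the other. In the sparse part, stretches had at least 3 probes and flanks 2 probes, and sides A and B were assigned in reverse, because the longer gaps between facing stretches lay on the other side there (a median of 5 probes from odd to even numbers and 1 from even to odd). Stretches were divided into 10 bins, and the ends are the outer 3 bins. A class value is the mean over positions of the mean over stretches, 1 per array. Values inside stretches use all stretches, and flank values only those with a usable flank on that side.

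The 9 contrasts of class values were tested with an exact two-sided sign-flip permutation test over the 64 sign patterns of the 6 arrays, with Benjamini-Hochberg adjustment. The smallest possible p of this test is 0.03125. It takes the arrays as independent, although some share a slide and those of a replicate number share their stretches. No test was run within a bait, which has 2 arrays. Windows and probes were tested with limma 3.58.1 in R 4.3.3, with lmFit on 1 coefficient per bait, eBayes and Benjamini-Hochberg adjustment at 0.05. All 6 arrays shared an estimate of the spread, with 3 residual degrees of freedom. The limma test is two-sided and was tested on simulated data for the 14700 windows. The simulated noise was normal, independent between arrays and of the same SD, 0.365, for all windows, and 200 windows were changed. The test recovered all windows changed by 1 or 2 in log2 in all baits, with 4.31% false calls. It recovered 96% of windows different by 2 between baits, with 3.52% false calls. The real windows differ in spread and the replicate differences correlate between baits, so these rates need not hold for them. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the other steps.

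Windows were named by a rule adapted from the one planned for genes. It takes the highest and lowest means among windows past the threshold in all baits with the same sign on 6 of 6 arrays, and the largest differences between baits. Because probes were not paired with genes, at most 2 higher and 2 lower windows are named, by the first probe. The window opposite the run of Mtl1-FTP windows and the window higher with Red5-FTP were described after their values were seen.

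The alternatives fixed in advance were normexp background correction with an offset of 50, followed by loess or by median centring, signals before dye normalization, the authors' value table, removal of probes not well above background in either channel on at least 2 arrays or in the input on all 6, the sparse part, leaving out each array, a replicate block, the slide as a fixed or random block, an intensity trend with a robust prior, a log2 threshold of 1, and the median over probes. Normexp used median signals, because the scanner tables used here hold no mean signal. Other alternatives were added after the data were examined. They are the software's own log ratio, a floor at the lowest signal well above background, centring on the mean of all probes or on transcribed stretches, other rules for stretches and flanks, sides numbered in the sparse part as in the dense part, single slides, and windows of 5 or 20 probes.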

Results

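RNA that co-purified with MTREC subunits was measured in fission yeast (Schizosaccharomyces pombe) on 6 strand-specific tiling arrays. MTREC is a nuclear complex that delivers RNA to the exosome, an RNA-degrading machine. The baits were Red1-FTP, Mtl1-FTP and Red5-FTP, 3 proteins with a C-terminal tag made of Flag, a TEV protease site and protein A, with 2 arrays per bait. Each array compared the purified RNA (IP, Cy5) with total RNA of the same strain (input, Cy3), so a positive log2 ratio stands for RNA that was enriched in the purification relative to the input. No purification from an untagged strain was analysed here, and the dyes were not swapped. The input was well above background at 47.1 to 57.5% of the 174063 tile probes per array, and the IP at 55.3 to 67.3%. Between 9.64 and 18.04% of the probes were well above background in the IP alone. No tile probe was saturated. The number of arrays, 2 per bait, limits the precision of every bait value.

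The first question was whether the 3 baits recovered the same RNAs. Across 14700 windows of 10 same-strand probes, the log2 ratios of replicate arrays of a bait correlated with a Pearson r of 0.805 to 0.904 (3 pairs; Spearman 0.761 to 0.866). Arrays of different baits correlated with an r of 0.656 to 0.913 (12 pairs; Spearman 0.598 to 0.894). The mean r was 0.85 for the same bait and 0.84 for different baits. These correlations are across windows of the genome, which are not independent replicates, and carry no p-value. Replicates always lay on different slides. For different baits, r was 0.798 to 0.913 on the same slide (4 pairs) and 0.656 to 0.901 on different slides (8 pairs), with means of 0.86 and 0.82. The bait means correlated with an r of 0.904 for Red1-FTP and Mtl1-FTP, 0.910 for Red1-FTP and Red5-FTP, and 0.896 for Mtl1-FTP and Red5-FTP.

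The next question was how the ratio varied with the abundance of the RNA in the cell. Probes were ranked by their mean input signal on the 3 arrays of the other replicate number. The mean log2 ratio was 0.0036 in the lowest decile and reached 1.06 in decile 3, with a range of 0.86 to 1.26 over the 6 arrays. It fell steadily from there to -0.12 in decile 10, where the arrays ranged from -0.31 to 0.06. Most probes of the lowest deciles were not well above background in the input, so their ratios have a measured numerator at best.

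**Figure D1:**
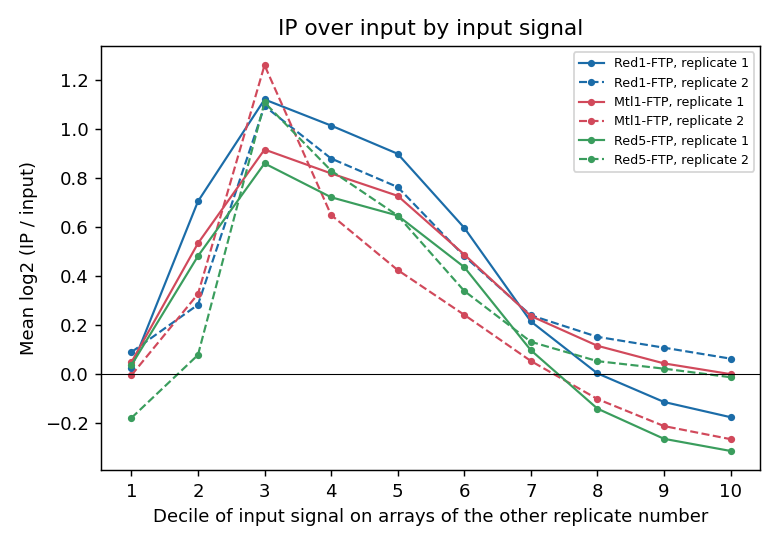
Mean log2 ratio of IP over input (vertical axis) by decile of input signal (horizontal axis), with a line for each of the 6 arrays. The ratio peaked in decile 3, at a mean of 1.06, and was lowest at -0.12 in decile 10.

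The study asked whether MTREC binds cryptic unstable transcripts, short-lived RNAs that arise opposite to and next to genes. Probe positions were not tied to genes here, so the comparison was made around transcribed stretches, runs of at least 10 same-strand probes with input signal well above background. Each array was evaluated on stretches found from the inputs of the other replicate number, 1548 stretches for replicate 1 and 1583 for replicate 2. The transcribed strand of the stretches had a mean log2 ratio of 0.03 ± 0.06 (SD, n = 6 arrays). The opposite strand of the same stretches averaged 0.53 ± 0.16. Flanks of 10 probes were used where both strands were quiet in the input. On side A they numbered 652 or 707 and on side B 270 or 303, by replicate number. The opposite strand averaged 0.97 ± 0.22 beyond side A and 1.07 ± 0.20 beyond side B. The transcribed strand averaged 0.61 ± 0.18 beyond side A and 0.47 ± 0.13 beyond side B. Input was well above background at 92.0 to 96.9% of the transcribed probes but at only 14.8 to 28.7% of the opposite-strand probes beyond side A, where the IP was well above background at 31.7 to 47.7%. Most ratios of the flank classes are therefore bounded by the background of the input.

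**Figure D2:**
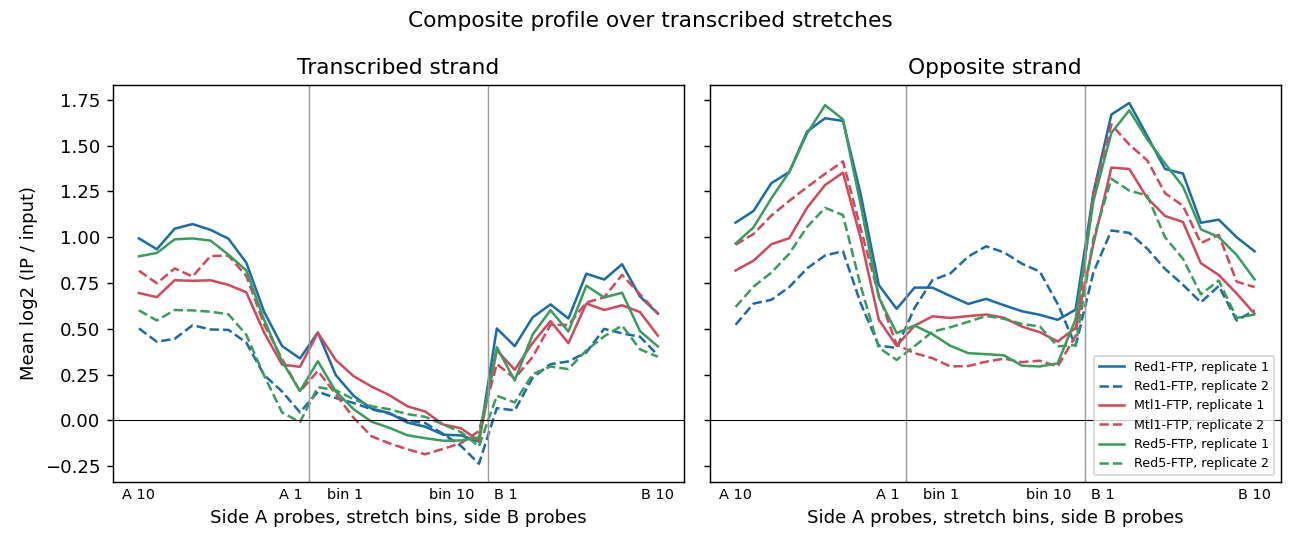
Mean log2 ratio of IP over input along transcribed stretches, on the transcribed strand (left) and the opposite strand (right), with a line per array coloured by bait. The horizontal axis gives 10 probes of side A, 10 bins of the stretch and 10 probes of side B. On all 6 arrays the opposite strand beyond side A lay above the mean of the transcribed strand, by 0.66 to 1.18.

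Class differences were tested with an exact two-sided sign-flip permutation test on 1 value per array. It runs over the 64 sign patterns of the 6 arrays, and the smallest possible p is 0.03125. The test takes arrays as independent, and a deviation shared within slides would make its p-values too small. Beyond side A, the opposite strand minus the transcribed strand was 1.17 with Red1-FTP and 1.18 with Red5-FTP on slide 1. On slide 2 these were 0.66 and 0.74, while Mtl1-FTP on slide 1 was at 0.81. Adjusted values are Benjamini-Hochberg values over the family of 9 contrasts. The opposite strand exceeded the transcribed strand inside stretches by 0.49 ± 0.15 (higher on 6 of 6 arrays, exact p = 0.03125, adjusted 0.0352). Signals before dye normalization moved this value most, to 0.98, and normexp background correction with median centring moved it almost as far the other way, to 0.032. Beyond side A the opposite strand exceeded the transcribed strand inside stretches by 0.94 ± 0.23, and beyond side B by 1.04 ± 0.21. The transcribed strand itself was higher by 0.58 ± 0.19 beyond side A and by 0.44 ± 0.14 beyond side B than inside stretches. All of these were higher on 6 of 6 arrays, with the same exact p and adjusted p. Inside values are over all stretches and flank values only over those with quiet flanks, so these contrasts also compare different stretches. Without the rule on quiet neighbours, which uses all stretches for both, the differences were 0.73, 0.37, 0.33 and 0.27. The opposite strand beyond side A exceeded the transcribed strand beyond side B by 0.51 ± 0.11 (6 of 6 arrays, exact p = 0.03125, adjusted 0.0352). It was lower than the opposite strand beyond side B, with a difference of -0.10 ± 0.04 (lower on 6 of 6 arrays, exact p = 0.03125, adjusted 0.0352), but without the rule on quiet neighbours this difference was 0.36. It exceeded the opposite strand inside the stretch by 0.45 ± 0.33 on 5 of 6 arrays, which did not pass (exact p = 0.0625, adjusted 0.0625), with Red1-FTP replicate 2 at -0.10. Within the transcribed strand, the side A end exceeded the side B end by 0.31 ± 0.07 (6 of 6 arrays, exact p = 0.03125, adjusted 0.0352). In the sparsely tiled part this difference was 0.26 with the sides numbered in reverse and -0.24 with the sides numbered as in the dense part. With normexp and median centring, none of the 9 contrasts passed the adjusted threshold, although 5 of them kept their sign on 6 of 6 arrays with the smallest possible exact p, 0.03125 (adjusted 0.05625).

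The class contrasts were also computed by bait. The opposite strand beyond side A exceeded the transcribed strand by 0.92 ± 0.36 with Red1-FTP, 0.95 ± 0.20 with Mtl1-FTP and 0.96 ± 0.31 with Red5-FTP (SD, n = 2 each, not tested). Inside stretches the opposite strand exceeded the transcribed strand by 0.67 ± 0.13 with Red1-FTP, 0.39 ± 0.01 with Mtl1-FTP and 0.42 ± 0.04 with Red5-FTP. Both Red1-FTP arrays, at 0.57 and 0.76, lay above the other 4 arrays, which ranged from 0.38 to 0.45, and this difference between baits was not tested. The replicates of Red1-FTP and Red5-FTP lay on slides 1 and 2, so their SD includes any difference between these slides. Within slides, Red1-FTP minus Red5-FTP was -0.016 on slide 1 and -0.080 on slide 2 for the contrast beyond side A, and 0.18 and 0.32 for the contrast inside stretches. On slide 1, Red1-FTP minus Mtl1-FTP was 0.36 beyond side A and 0.18 inside stretches. Within slide 1, which held 1 array of each bait, the opposite strand was higher by 1.05 beyond side A and by 0.45 inside stretches. Within slide 2, which held the second arrays of Red1-FTP and Red5-FTP, these differences were 0.70 and 0.61. Slide 3 held 1 array, of Mtl1-FTP.

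**Figure D3:**
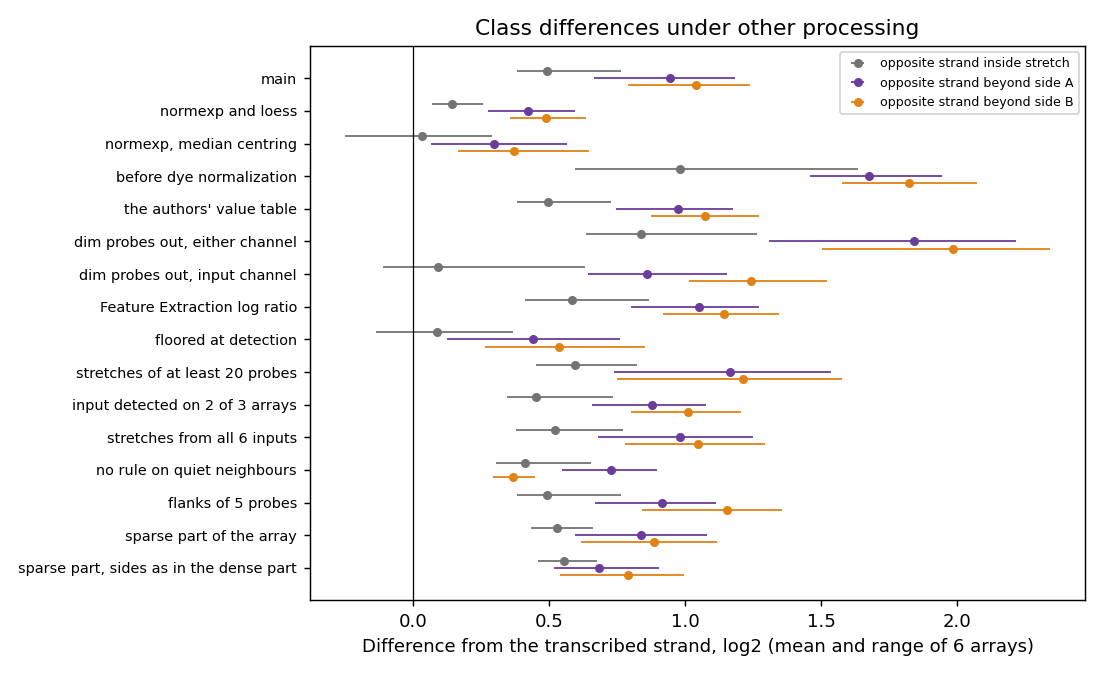
Difference of opposite-strand classes from the transcribed strand, in log2 units (horizontal axis), under the main processing and 15 alternatives (vertical axis). Points are means of 6 arrays and bars run from the lowest to the highest array. The difference inside stretches was 0.49 in the main processing and 0.032 with normexp and median centring, where its range includes 0.

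The third question was how much of the covered genome was enriched or depleted. With limma on the 14700 windows and the mean of the 3 bait coefficients, 6338 windows (43.1%) were enriched and 2605 (17.7%) depleted at an adjusted p under 0.05. Of these, 5468 enriched and 2046 depleted windows had the same sign on 6 of 6 arrays. The median log2 ratio was 0.84 for enriched and -0.56 for depleted windows. The choice of the array centre moved the depleted share most. Centred on the mean of all probes, which lies 0.24 to 0.43 above the median, 27.4% of windows were enriched and 40.4% depleted. The enriched share moved most with a log2 threshold of 1, to 17.8%. Enriched windows made up 70.9% of calls with the median as the centre and 40.4% with the mean. A call is thus relative to the centre of its array. Without Mtl1-FTP replicate 2, the depleted share was 10.9%. In 35.3% of the enriched windows, fewer than 20% of the spots were well above background in the input.

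Enrichment differed between kinds of window. Of 3777 windows on transcribed strands, 22.1% were enriched and 35.2% depleted. Opposite to transcribed windows, 51.4% of 2891 windows were enriched and 8.27% depleted. Where both strands were quiet in the input, 51.4% of 1966 windows were enriched and 11.9% depleted. The remaining 6066 windows were mixed, with 49.6% enriched and 13.2% depleted.

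By bait, 4650 windows were enriched and 663 depleted with Red1-FTP, 4042 and 917 with Mtl1-FTP, and 4021 and 1474 with Red5-FTP. Of 5741 windows enriched with any bait, 2957 were enriched with all 3. Of 1862 windows depleted with any bait, 364 were depleted with all 3. Enrichment with a bait and depletion with another occurred only 14 times, counted per window and pair of baits. A bait value that rests on a single array, with the spread taken from the other baits, gave fewer calls except for windows depleted with Red1-FTP when replicate 2 was left out. Without Red1-FTP replicate 1, 20.5% of windows were enriched with Red1-FTP, against 31.6% with both arrays, and 0.80% were depleted, against 4.51%. Without Red1-FTP replicate 2, 27.3% were enriched and 5.10% depleted. Without Mtl1-FTP replicate 1 or 2, 13.7 or 11.9% were enriched with Mtl1-FTP, against 27.5%, and 2.67 or 0.16% depleted, against 6.24%. Without Red5-FTP replicate 1, 13.2% were enriched with Red5-FTP, against 27.4%, and 0.71% depleted, against 10.03%. Without Red5-FTP replicate 2, 18.6% were enriched and 7.35% depleted.

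The window with the highest mean among those of the same sign on 6 of 6 arrays started at probe sp40c_111661. Its mean log2 ratio was 4.60 with a standard error of 0.16 (limma adjusted p = 8.78e-07), with arrays from 3.99 to 5.50. Over the 6 arrays 70% of its input spots were well above background, so part of its ratio has a denominator near background. Its mean ranged from 3.49 to 4.77 over the 20 alternatives. It was 4.03 without probes dim in the input, and lowest with normexp and loess. The lowest values came from a pair of adjoining windows on a transcribed strand. The window that started at sp40c_53282 had a mean of -2.41 with a standard error of 0.19 (limma adjusted p = 1.60e-05), and its neighbour at sp40c_53262 a mean of -2.34 with a standard error of 0.15 (limma adjusted p = 5.07e-06). All 3 kept their sign and passed in each of the 20 alternatives run for them.

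Single probes gave a similar picture. Of 174036 tile probes tested with limma, 46905 were enriched and 24613 depleted in all baits together. In the densely tiled part 27.0% were enriched and 14.1% depleted, and in the sparsely tiled part 26.5% and 14.2%. The depleted share was 14.1% over all probes, 8.75% without Mtl1-FTP replicate 2, 5.78% without Red5-FTP replicate 1 and 9.04% without Red5-FTP replicate 2.

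The last question was whether any RNA distinguished the baits. With limma, 6 windows differed between Red1-FTP and Mtl1-FTP, 0 between Red1-FTP and Red5-FTP, and 7 between Mtl1-FTP and Red5-FTP, at an adjusted p under 0.05. At an unadjusted p under 0.05 these counts were 860, 728 and 979. Without either Mtl1-FTP array, no window differed between Mtl1-FTP and the other baits. Without Red1-FTP replicate 1 or 2, 14 windows differed between Mtl1-FTP and Red5-FTP, and without Red5-FTP replicate 1 or 2, 2 or 3 did. No probe differed between any baits with limma, against 11154, 8545 and 11430 probes at an unadjusted p under 0.05. With the slide as a random block, the window counts were 7, 2 and 13. With the slide as a fixed block they were 112, 754 and 2321, from a fit with 1 residual degree of freedom in which the comparisons of Mtl1-FTP rest on slide 1 alone.

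The 6 windows that set Mtl1-FTP apart from both other baits lay together. Of these, 5 adjoining windows on the odd-numbered strand covered 50 probes, and the other window lay opposite to them. Over the 50 probes the mean log2 ratio was 3.66 ± 0.21 with Mtl1-FTP, -0.23 ± 0.35 with Red1-FTP and -0.23 ± 0.47 with Red5-FTP (SD, n = 2 each). On both Mtl1-FTP arrays, 47 of the 50 probes had a log2 ratio above 1, and on any other array at most 2. The window starting at sp40c_82821 had a log2 ratio of 4.53 ± 0.47 with Mtl1-FTP, a difference of -4.86 for Red1-FTP minus Mtl1-FTP (limma adjusted p = 0.0165) and of 5.18 for Mtl1-FTP minus Red5-FTP (limma adjusted p = 0.0151). The differences kept their direction in 21 alternatives and passed in 14 of them, with adjusted p from 8.42e-07 to 0.335. The opposite-strand window had a log2 ratio of 2.94 ± 0.17 with Mtl1-FTP, where over the 6 arrays 1.67% of its input spots were well above background. The remaining window was higher with Red5-FTP, at 2.39 ± 0.31 against -0.08 ± 0.01 with Mtl1-FTP (limma adjusted p = 0.0235), and 1.67% of its input spots were well above background. In 15 of 24 alternatives, among them the fits without either Red5-FTP array, no window was higher with Red5-FTP than with Mtl1-FTP.

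**Figure D4:**
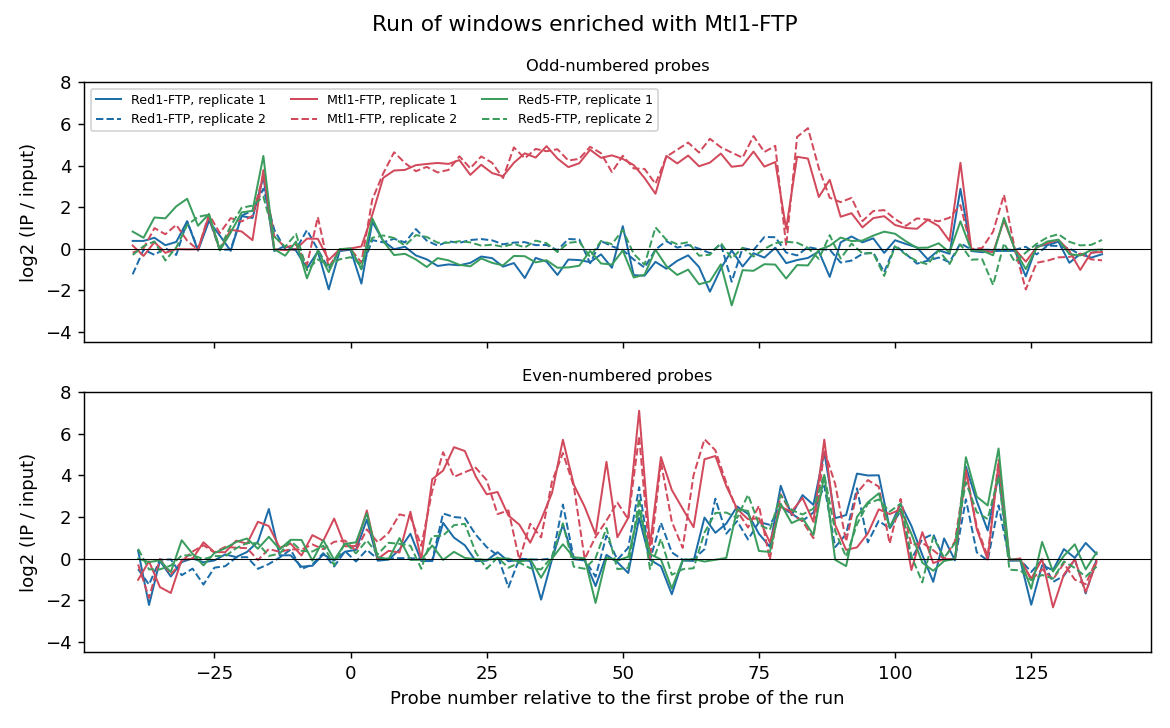
Log2 ratio of IP over input (vertical axis) by probe number relative to the first probe of the run (horizontal axis), for odd-numbered probes (top) and even-numbered probes (bottom), with a line per array. Over the run on the odd-numbered strand both Mtl1-FTP arrays averaged 3.66 and the other baits -0.23.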

Values the study reported

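The study described arrays that cover about 50% of the genome, with 2,320 genes, at 40-bp resolution and the rest at 250-bp resolution. For its composite profiles it used 993 genes with free space downstream for sense transcripts and 1,569 genes with free space upstream for antisense transcripts.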

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

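The tests of a defect of a single slide and of the input level over the run were chosen after the result was seen, as were the search for single arrays that stand apart and its tests, and the alternatives with the software's log ratio, the floor, other centres and windows of 5 or 20 probes among those counted here.

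Mtl1-FTP differed from Red1-FTP in 6 windows and from Red5-FTP in 7 windows by limma's test of the difference between bait coefficients. All 6 windows of the first comparison were among the 7 of the second, and they formed the run described above, 5 adjoining windows and 1 window opposite to them. A defect of a single slide or hybridization is argued against by the arrays. The Mtl1-FTP arrays lay on different slides, and the lower of them exceeded the highest array of the other baits by 3.41 in log2 over the 50 probes. A stain or bubble on the array is argued against by the layout, because probes with neighbouring numbers lay a median of 440.6 spot positions apart. A higher level of the RNA in the Mtl1-FTP strain is argued against by the input, which was not higher there (a log2 difference of -0.33), while the IP was higher by 3.70. The dye normalization is argued against as the whole source, since the window at sp40c_82821 kept a log2 difference of -4.68 for Red1-FTP minus Mtl1-FTP before it, although that difference no longer passed (adjusted p = 0.155; range over 21 alternatives 1.01e-06 to 0.335). Without either Mtl1-FTP array no window passed, so the calls need both. Carry-over of this RNA in the Mtl1-FTP purifications and cross-hybridisation of another RNA bound by Mtl1-FTP were not tested, nor was whether the run is the mRNA of a tagged gene. A candidate explanation is an RNA that associates with Mtl1 apart from Red1 and Red5, for example through another complex of Mtl1, and it remains a hypothesis.

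The seventh window was higher with Red5-FTP than with Mtl1-FTP, at 2.39 ± 0.31 against -0.08 ± 0.01. It did not pass against Red1-FTP (limma adjusted p = 0.132). In 15 of 24 alternatives no window was higher with Red5-FTP than with Mtl1-FTP, so the call was lost there, including with both normexp settings, the authors' table, the floor and without either Red5-FTP or Mtl1-FTP array. On the Red5-FTP arrays its IP was well above background at 14 of 20 spots and its input at 0 of 20, while its IP was well above background at 0 of 20 spots with Red1-FTP and 1 of 20 with Mtl1-FTP. Its ratio with Red5-FTP therefore has a denominator near background. No explanation was tested for it.

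Probes whose names mark them as random sequences, which are in no comparison of the report, gave signal. Of 1577 such probes, 9.58 to 26.9% per array were well above background in the input, with a median of 15.1%, and 9.83 to 14.6% in the IP, with a median of 11.6%. Negative control spots were well above background at 0.494 to 1.23% in either channel. Chance scatter around the detection threshold is argued against, because 125 of the probes were above background in the input on all 6 arrays, where independent arrays with these shares would give 0.0204. The input signals of these probes had a Spearman correlation of 0.512 to 0.788 between arrays. Cross-hybridisation to labelled cDNA is a possible source that was not tested, since no probe sequence was used here. No biological explanation was tested.

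Single arrays that stand apart were searched for over all 6 arrays, since a bait has only 2. The search covered 12 quantities, namely the mean correlation with the other arrays, the 9 contrasts, and the shares of tile probes well above background in the input and in the IP. An array stood apart when its gap to the nearest other array, divided by the range, exceeded Dixon's 95% critical value for 6 values, which chance brings about in about 1 in 20 groups. This held for Mtl1-FTP replicate 2 alone, whose input was well above background at 57.5% of tile probes. The other arrays were at 47.1 to 49.8% (a gap of 0.739 of the range). No adjustment was made for the 12 quantities searched, so 1 pass may arise by chance. Red1-FTP replicate 2 had the lowest mean correlation, 0.78, and the lowest value of the opposite strand beyond side A minus that inside stretches, -0.10, with gaps of 0.417 and 0.444. A property of the Mtl1-FTP strain is argued against by Mtl1-FTP replicate 1, at 47.2%. A more sensitive input hybridization on this array may account for the higher share, because random-named probes were well above background in its input at 26.9%, against 9.58 to 17.3% on the other arrays. The array was alone on slide 3, so the slide and the labelling of its input both stay open as the reason. No biological explanation was tested.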

How the results depend on the processing

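The alternatives that floor the signal, use the software's own log ratio, centre on the mean of all probes or on transcribed stretches, change the rules for stretches, sides or flanks, use a single slide, or use windows of 5 or 20 probes were chosen after seeing the data. Unless a cause is given, the cause of a change was not tested. Not run were the planned correction for probe GC content and length and the choices that need annotated genes: the gene sets of the composite profiles, coding sequence as gene bounds, the number of probes per gene, overlap of antisense probes with other genes, the median over the list, the overlap with introns, and centring on sense probes of coding genes. A flank of 5 probes was run in place of the planned shorter flank in base pairs.

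The 9 contrasts had 216 values under alternatives. Of these, 11 could not change, namely all 9 when arrays were centred on the mean, which shifts every class of an array alike, and 2 with flanks of 5 probes, which leave the inside of stretches as it is. A further 54 leave out an array, which moves a mean of 6 arrays by at most 0.408 SD. Of the other 151, 127 kept direction and side of the threshold, or moved by less than 1 SD on the single slides, where no test was run, 12 kept direction but no longer passed, 5 newly passed, 5 moved by more than 1 SD and 2 changed sign. With normexp and median centring, the opposite strand exceeded the transcribed strand by 0.032 inside stretches, 0.30 beyond side A and 0.37 beyond side B. The transcribed strand was higher by 0.091 beyond side A and 0.036 beyond side B. The opposite strand beyond side A minus the transcribed strand beyond side B was 0.26, minus the opposite strand beyond side B -0.073, and the difference between the ends 0.22. None of these 8 passed. Of these, 5 kept their sign on 6 of 6 arrays and had the smallest possible exact p, 0.03125, which the adjustment raised to 0.05625 because the other contrasts weakened. The opposite strand inside stretches and the transcribed strand beyond sides A and B had the same sign on only 4 of 6 arrays, with exact p of 0.344 to 0.719. Over all tested alternatives, adjusted p ranged from 0.03125 to 0.05625 for the opposite strand beyond side A against the transcribed strand and from 0.03125 to 0.75 for the opposite strand inside stretches.

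Other alternatives changed fewer contrasts. Without probes dim in the input, the opposite strand exceeded the transcribed strand inside stretches by 0.091 and did not pass. With the floor, that difference was 0.086, and the transcribed strand was higher by 0.19 beyond side A and 0.12 beyond side B, none of which passed. The opposite strand beyond side A minus the opposite strand inside stretches passed with normexp and loess at 0.28, in the authors' table at 0.48, with the floor at 0.35, without probes dim in the input at 0.77 and without probes dim in either channel at 1.004. The opposite strand beyond side A minus that beyond side B changed sign, to 0.36, without the rule on quiet neighbours. In the sparse part, where side A was assigned in reverse because the gaps between stretches were reversed, the side A end exceeded the side B end by 0.26. With the sides numbered as in the dense part this difference was -0.24, so it depends on the assignment by construction. On slide 2 alone, which had no test, the opposite strand beyond side A exceeded the transcribed strand by 0.70, the opposite strand inside stretches by 0.10 and the opposite strand beyond side B by -0.13, and the transcribed strand was higher by 0.38 beyond side A and 0.29 beyond side B. Leaving out an array gave a range of 0.44 to 0.52 for the opposite strand inside stretches and 0.895 to 0.999 beyond side A.

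The share of depleted windows, in percent of those tested, moved most with the centre. Centred on the mean of all probes, 27.4% of windows were enriched and 40.4% depleted in all baits. By bait, 18.8% were enriched and 24.2% depleted with Red1-FTP, 22.4% depleted with Mtl1-FTP and 23.8% depleted with Red5-FTP, and 39.3% of probes were depleted. This mean lay 0.24 to 0.43 above the median on the 6 arrays. Enriched windows made up 70.9% of calls in the main processing, 40.4% with this centre, 45.7% without probes dim in the input, 55.5% with the software's log ratio, 57.0% in the authors' table, 81.4% with the floor and 87.5% with a log2 threshold of 1.

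The enriched shares moved more with other settings. Without probes dim in the input, 6069 windows were left, of which 25.0% were enriched and 29.7% depleted in all baits, and 9.56, 11.1 and 13.4% were enriched with Red1-FTP, Mtl1-FTP and Red5-FTP. In that setting 28.4% of probes were depleted. With the floor, 8.43% of windows were depleted in all baits, 0.77% with Red1-FTP, 1.15% with Mtl1-FTP and 2.18% with Red5-FTP, 15.9% were enriched with Mtl1-FTP and 16.2% with Red5-FTP, and 6.71% of probes were depleted. The software's log ratio gave 27.9% of windows depleted in all baits, 14.1% with Red1-FTP and 13.9% with Mtl1-FTP. In the authors' table, where values past their p threshold are 0, 18.1% were enriched and 8.03% depleted with Red1-FTP, 18.2% were enriched with Mtl1-FTP and 18.2% with Red5-FTP, and 10.5% of probes were enriched and 7.82% depleted.

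A log2 threshold of 1, which by construction lowers counts, left 17.8% of windows enriched and 2.53% depleted in all baits, 20.3 and 1.56% with Red1-FTP, 17.8 and 2.36% with Mtl1-FTP, 16.8 and 4.31% with Red5-FTP, and 6.38% of probes depleted. The median over probes gave 18.8% enriched and 2.46% depleted with Red1-FTP, 14.9 and 2.68% with Mtl1-FTP, and 16.3 and 5.41% with Red5-FTP. Normexp and loess gave 18.5% enriched with Red1-FTP. Normexp with median centring gave 19.8% enriched with Red1-FTP, 17.9% with Mtl1-FTP and 21.2% of probes depleted. Before dye normalization, 9.05% of windows were depleted with Red1-FTP and 27.5% of probes were depleted, and the mean correlation of replicates was 0.80. With an intensity trend and robust prior, 2.33% were depleted with Red1-FTP and 4.13% with Mtl1-FTP.

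Differences between baits depended on the processing. The counts in the main processing were 6 for Red1-FTP against Mtl1-FTP, 0 for Red1-FTP against Red5-FTP and 7 for Mtl1-FTP against Red5-FTP. The first and last counts were 0 with normexp and loess, before dye normalization, in the authors' table, with the floor and with the median over probes. They were 11 and 17 with an intensity trend and robust prior, which gave 1 window between Red1-FTP and Red5-FTP. Windows of 20 probes gave 3 and 3, and windows of 5 probes gave 22 for Mtl1-FTP against Red5-FTP. With the slide as a fixed block the 3 counts were 112, 754 and 2321, and as a random block 2 windows differed between Red1-FTP and Red5-FTP and 13 between Mtl1-FTP and Red5-FTP. The fixed block leaves 1 residual degree of freedom. Probes that differed between baits numbered 0 in the main processing, 79 with normexp and loess, 237 with normexp and median centring, 84 without probes dim in the input and 3079 in the authors' table.

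Leaving out each array in turn gave 10.9 to 18.1% of windows depleted in all baits. Windows enriched ranged from 20.5 to 30.5% with Red1-FTP, 11.9 to 30.1% with Mtl1-FTP and 13.2 to 30.0% with Red5-FTP, and windows depleted from 0.80 to 5.10%, 0.16 to 8.39% and 0.71 to 11.8%. Windows that differed ranged from 0 to 8 for Red1-FTP against Mtl1-FTP and from 0 to 14 for Mtl1-FTP against Red5-FTP, and depleted probes from 5.78 to 14.8%. A bait left with 1 array is assumed to vary like the others.

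The difference between the replicates of Mtl1-FTP ran opposite to those of the other baits. Across windows, the difference between replicates 1 and 2 correlated at 0.67 between Red1-FTP and Red5-FTP. It correlated at -0.54 between Red1-FTP and Mtl1-FTP and at -0.55 between Mtl1-FTP and Red5-FTP. Across probes these values were 0.44, -0.23 and -0.23. No block that sets Mtl1-FTP replicate 2 with replicate 1 of the other baits was fitted, so a deviation shared that way stays in the spread. With the replicate number as a block, 41.7% of windows were enriched and 16.3% depleted in all baits, and 4, 0 and 5 windows differed between baits. With the block no call on a window named by its first probe changed, and no window was higher with Red5-FTP than with Mtl1-FTP.

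Signal over background limits what these arrays show. The input was well above background at 47.1 to 57.5% of tile probes, so the ratio of an RNA that is rare in the cell is set in part by how the background is treated.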

Other observations

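The tests of this part were chosen after the patterns were seen, except for the normexp alternative, which was fixed in advance.

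The ratio of IP over input fell with the input level from decile 3 upwards, so a class of RNA with lower input would have a higher ratio for that reason alone. This was tested by subtracting from each probe the mean ratio of its bin among 100 bins of input level, taken from the arrays of the other replicate number. After matching, the opposite strand inside stretches no longer exceeded the transcribed strand (-0.0054, higher on 2 of 6 arrays, exact two-sided sign-flip p = 0.969). The level of the input may therefore account for this contrast, whether through a property of the measurement at low signal or through a preference of the complex for rare RNAs, which matching does not tell apart. Beyond side A the opposite strand still exceeded the transcribed strand after matching, by 0.44 on 6 of 6 arrays (exact p = 0.03125, adjusted 0.05625). Beyond side B it did so by 0.53 on 6 of 6 arrays, and the side A end of the transcribed strand exceeded the side B end by 0.28 on 6 of 6 arrays, both with the same exact p and adjusted p. These 3 differences remained after matching but did not pass the adjusted threshold. Input was well above background at only 14.8 to 28.7% of opposite-strand probes beyond side A and 14.9 to 29.2% beyond side B. Their input level is thus poorly ranked, and matching cannot exclude it as the source of the flank differences. The ends lie on the transcribed strand, where input was well above background at 92.0 to 96.9% of probes. After matching, the transcribed strand was higher by 0.11 beyond side A (5 of 6 arrays) and differed by -0.011 beyond side B (higher on 1 of 6 arrays). With normexp and median centring the opposite-strand differences beyond sides A and B were 0.30 and 0.37. The treatment of background therefore bears on their size and stays open as part of it. RNAs from the flanks that are bound by the complex are a candidate explanation of the remainder, as a hypothesis.

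The sides of the stretches may correspond to the ends of transcripts. Between neighbouring stretches on opposite strands, the median gap was 25 probes where A ends face each other (573 pairs) and 3 probes where B ends do (574 pairs), a difference of 22 probes. Of the pairs, 8.73% overlapped at A ends and 34.7% at B ends. Shuffling the strands of the stretches gave a two-sided permutation p of 0.0001, the smallest these shuffles can give, and the gap was longer between A ends in 21 of 21 segments of the dense part. Longer gaps between divergent than between convergent transcripts would be consistent with side A as the 5′ side. Under that hypothesis, the opposite strand beyond side A would hold promoter-upstream antisense RNA and the end of transcripts enriched in the IP would be the 5′ end. The strand convention of the probe numbers was not used here, so this orientation rests on the gaps alone. In the sparse part the gaps ran the other way by number, with a median of 5 probes from odd to even numbers and 1 from even to odd. Sides were assigned in reverse there for that reason, so the sparse part is no independent test of the orientation.

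Arrays of different baits were about as alike as replicates of a bait, with a mean r of 0.84 against 0.85 across windows, and of 0.82 for different baits on different slides, where all replicates lie. A deviation shared by the arrays of a slide may contribute for Red1-FTP and Red5-FTP. Their replicates lay on the same pair of slides, and their replicate differences correlated at 0.67. A day of purification or labelling shared by the same arrays would give the same value. The arrays of Mtl1-FTP showed no sign of a deviation common to slide 1, but they cannot exclude one. Mtl1-FTP replicate 1 correlated less with the other arrays of slide 1 than Mtl1-FTP replicate 2 did (a difference in r of -0.044). The replicate differences of Mtl1-FTP correlated at -0.54 and -0.55 with those of the other baits. For Mtl1-FTP a slide effect cannot be told apart from differences between its purifications, since slide 3 held 1 array. A shared RNA content of the 3 purifications stays open beside it.

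The count of windows called in all baits was compared with counts after changing the signs of arrays. Of the 32 sign patterns, 28 set the replicates of some bait against each other. All 28 gave 0 windows, which the correlation of replicates (0.805 to 0.904) brings about by raising the residual spread, so they decide nothing. The other 4 splits keep the replicates of each bait alike. They gave 8943 windows with the real signs, 2147 with Mtl1-FTP turned, 2144 with Red5-FTP turned and 1163 with both turned, so 1 of the 4 splits, the real one, gave as many. With 4 splits this comparison alone could not exclude chance. Chance scatter that is independent between arrays is excluded by the windows themselves, since 8022 of the 14700 windows had the same sign on 6 of 6 arrays, where independent arrays with the same shares of positive windows would give 838. These counts do not exclude a bias shared by all 6 arrays, since the dyes were never swapped and the input was always labelled with Cy3.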
